# Spt4 Promotes Pol I Processivity and Transcription Elongation

**DOI:** 10.3390/genes12030413

**Published:** 2021-03-12

**Authors:** Abigail K. Huffines, Yvonne J. K. Edwards, David A. Schneider

**Keywords:** transcription, ribosome, rRNA, RNA polymerase I, Spt4

## Abstract

RNA polymerases (Pols) I, II, and III collectively synthesize most of the RNA in a eukaryotic cell. Transcription by Pols I, II, and III is regulated by hundreds of trans-acting factors. One such protein, Spt4, has been previously identified as a transcription factor that influences both Pols I and II. Spt4 forms a complex with Spt5, described as the Spt4/5 complex (or DSIF in mammalian cells). This complex has been shown previously to directly interact with Pol I and potentially affect transcription elongation. The previous literature identified defects in transcription by Pol I when *SPT4* was deleted, but the necessary tools to characterize the mechanism of this effect were not available at the time. Here, we use a technique called Native Elongating Transcript Sequencing (NET-seq) to probe for the global occupancy of Pol I in wild-type (WT) and *spt4△ Saccharomyces cerevisiae* (yeast) cells at single nucleotide resolution in vivo. Analysis of NET-seq data reveals that Spt4 promotes Pol I processivity and enhances transcription elongation through regions of the ribosomal DNA that are particularly G-rich. These data suggest that Spt4/5 may directly affect transcription elongation by Pol I in vivo.

## 1. Introduction

Transcription is the essential process by which an RNA polymerase (Pol) transcribes a DNA template into RNA. There are three universal eukaryotic Pols: I, II, and III, which primarily synthesize ribosomal RNA (rRNA), messenger RNA (mRNA), and transfer RNA (tRNA), respectively. There are two additional Pols identified in plants, Pol IV, which synthesizes small interfering RNAs (siRNAs) [1], and Pol V, which synthesizes intergenic noncoding (IGN) RNAs [2], and both play a role in gene silencing. Each Pol has a unique cohort of target genes and the regulation of Pols I, II, and III is finely controlled. Whereas Pols II and III have hundreds or thousands of target genes, Pol I transcribes a single gene, the 35S gene in yeast. The transcript produced from the 35S gene by Pol I is co- and post-transcriptionally processed into the three largest rRNAs (18S, 5.8S, and 25S). These rRNAs account for roughly 80% of the total RNA in a rapidly growing cell. In yeast, the ribosomal DNA (rDNA) is organized in approximately 200 tandem repeats on chromosome XII, of which about half are actively transcribed during exponential growth [3]. Transcription factors are universally important for control of transcription by all three Pols [3,4,5,6,7], and many factors have been identified to influence each step in transcription: initiation, elongation, and termination [8,9,10]. These factors play a variety of roles, including recruitment of the polymerase to the promoter region [11,12,13], organization of the DNA template [14,15,16], and binding to termination motifs and promoting release of the polymerase from the template [17,18,19]. Many factors are specific to a single Pol, however, there is a growing list of factors that may play a role in transcription by more than one enzyme [4]. To date, only one transcription factor, TATA-binding protein (TBP), is known to regulate transcription by all three eukaryotic Pols [20].

Spt4 was first discovered nearly 40 years ago [21], and was later identified as a Pol II transcription elongation factor [22,23]. In the earliest studies, it was proposed that Spt4, along with Spt5 and Spt6, could regulate chromatin structure [24]. Later, it was established that Spt4 and Spt5 form the Spt4/5 complex, which can interact with Pol II, and that Spt6 can associate with this complex but is also present in the cell as an individual factor [23]. These findings suggested that the Spt4/5 complex may play a distinct role from Spt6 in transcription by Pol II. Since these early studies, many additional studies have characterized the role of the Spt4/5 complex in transcription by Pol II, and the most widely accepted hypothesis is that this complex may help the polymerase to overcome pausing (especially promoter-proximal pausing), traverse nucleosomes, and aid in nascent RNA processing [25,26,27,28]. Interestingly, Spt4/5 is the only known transcription factor that is conserved throughout all domains of life (with the bacterial homolog of *SPT5* being *nusG*), emphasizing the importance of this factor in transcription in potentially all organisms [29].

In addition to its effects on Pol II, Spt4/5 has been implicated in the control of transcription by Pol I. Previously, both Spt4 and Spt5 were found to copurify with Pol I [30]. Furthermore, in *spt4△* cells, there was a decrease in processivity (the probability that a polymerase will complete transcription without premature termination), a reduction in rDNA copy number, and defects in rRNA processing [30]. In addition to these results, it was discovered that when a point mutation was introduced into *SPT5*, there was a decrease in rRNA synthesis and a severe growth defect in these cells [31]. The *spt5* mutants were viable, but were synthetic lethal with *spt4*∆, suggesting that these two proteins may be able to functionally compensate at least partially for each other. While chromatin immunoprecipitation (chIP) experiments indicated that Pol I processivity was impaired in *spt4△* yeast, electron microscopy (EM) analysis of Miller chromatin spreads did not reveal an obvious Pol I processivity defect in these cells [30]. Therefore, it remains unclear how Spt4 affects transcription by Pol I in vivo.

Here, we utilize a technique called Native Elongating Transcript Sequencing (NET-seq) to interrogate Pol I transcription elongation properties in living cells. This technique was originally developed to investigate the positioning (or occupancy) of Pol II on the DNA template during transcription [32], but was adapted for use with Pol I [33,34]. NET-seq allows for the precise probing of global Pol I occupancy on the rDNA template at single nucleotide resolution in vivo, allowing us to re-examine how Spt4 affects Pol I transcription elongation properties in vivo. We hypothesized that Spt4 would promote transcription elongation (resulting in altered Pol I pausing properties), and that there would be an accumulation of Pol I at the 5′ end of the 35S gene (reflecting impaired Pol I processivity). We found that in *spt4△* yeast, there was a redistribution of reads and an increase in occupancy at the 5′ end of the gene as compared to WT, with this occupancy dropping off at the 3′ end. We further observed repositioning of Pol I throughout the rDNA gene, consistent with an effect of Spt4/5 on Pol I transcription elongation/pausing. These results suggest that, consistent with previous studies, Spt4 is an important transcription elongation factor for Pol I.

## 2. Methods

### 2.1. NET-seq Experiments

Wild-type yeast (WT, described previously [33]) and yeast containing a total deletion of the *SPT4* gene (*spt4△,* described previously [30]) were used for these experiments, with a detailed strain description provided in Table 1. We note that the *spt4△* strain used here is the same strain used in the previous work from the Nomura lab, except an epitope tag was incorporated onto the C-terminus of Rpa135. Deletion of *SPT4* induced a minor change in growth rate (WT doubling time of 100 min versus 110 min for the *spt4△;* Supplementary Figure S2).

Yeast samples were grown, harvested, and lysed as described in previous literature [33]. Immunoprecipitation and RNA extraction were also performed the same, except that after incubating sample with beads for 3 h, beads were resuspended in 900 μL of TES (10mM Tris-HCl pH 7.5, 1 mM EDTA pH 8.5, 1% SDS). Then, two phenol and two chloroform extractions were performed, using 500 μL of either phenol or chloroform. After the final chloroform extraction, 10 μL glycoblue and 40 μL water were mixed, creating the glycoblue solution. Then, 1.4 mL ammonium acetate solution (1M ammonium acetate, 95% ethanol) and 10 μL glycoblue solution were added to each sample, and samples were precipitated for at least 2 h at −80 °C. 

Following precipitation, samples were centrifuged at 4 °C for 1 h at 16,000× *g*. Pellets were washed two times with 750 μL of 75% ethanol. After the last wash, the tubes were left open to allow the pellets to dry completely and for all residual ethanol to evaporate. Pellets were resuspended in 11.5 μL of 10mM Tris-OAc, pH 7.9, with 1 μL used for determining the RNA concentration. Linker ligation and fragmentation were performed as previously published [33], except that a DNA linker with a unique molecular identifier (UMI) was used (5′-/5rApp/CANNNNNNNNCTCCACGAGTCATCCGC/3ddC/-3′, Integrated DNA Technologies). Gel extraction was based on previously published protocol, except that after pulverization, 400 μL of water was added to gel pieces, then tubes were incubated at −80 °C for 30 min and at 70 °C for 20 min. Gel slurries were transferred to Costar Spin-X Centrifuge Tube Filters (Corning) and centrifuged for 3 min at 16,000× *g.* The flow-through was transferred to a new 1.5 mL microcentrifuge tube, and 37.5 μL 3 M ammonium acetate, 1.125 mL 100% isopropanol, and 2 μL glycoblue were added. The samples were precipitated for at least 2 h at −80 °C. 

After precipitation, samples were centrifuged at 4 °C for 1 h at 16,000× *g.* The pellets were washed twice with 750 μL of 75% ethanol. After the final wash, tubes were left open until ethanol was completely evaporated. Once pellets were dry, they were resuspended in 10 μL of 10mM Tris-HCl, pH 6.9. The reverse transcription step was performed exactly as previously published. After reverse transcription, another gel excision was performed as described above, except that slices were cut between 60 and 600 nucleotides. Gel was pulverized, and 500 μL of elution buffer (500 mM ammonium acetate, 1mM EDTA pH 8.0) was added. Gel extraction was performed based on a protocol published by Cold Spring Harbor [35]; gel slurry was incubated at 37 °C for 3 h with nutation. After incubation, slurries were transferred to Costar filtration tubes, centrifuged as before, and flow-through was added to a 1.5 mL microcentrifuge tube with 1.2 mL 100% ethanol and 2 μL glycoblue. Samples were precipitated at −20 °C for at least 2 h.

Samples were centrifuged for 10 min at 4 °C at 16,000× *g.* The ethanol was removed, and tubes were left open until pellets were completely dry and all ethanol was evaporated. Circularization and amplification were performed as previously published [33] with the amplification primers in Table 2, but samples were amplified 25× instead of 12×. Finally, libraries were purified using Aline PCRCleanDX beads, following the manufacturer’s protocol. DNA libraries were sequenced with primers as previously described [33].

### 2.2. Data Analysis

The NET-seq libraries were constructed and sequenced utilizing the Illumina NextSeq500 platform according to manufacturer’s instructions (similarly to the methods in [33]). Following sequencing, the fastq files were preprocessed utilizing three steps. First, the reads were deduplicated based on the UMI sequence using fqtrim (version 0.9.7) with the “-C” option [36] to remove the polymerase chain reaction (PCR) duplicates. Second, to identify the fastq reads on target with the appropriate library format, the reads with the nucleotide sequence (5′-AGNNNNNNNNTG-3′) at the 5′ end were identified. Once these reads were established, the twelve nucleotides were removed, and the remainder of the read was retained. If the read did not begin with this nucleotide sequence, it was discarded. This step was performed using cutadapt (version 1.12; [37]) with the following parameters: “-g AGNNNNNNNNTG –no-indels”. Third, the 3′ library sequence (5′-CTGTAGGCACCAT-3′) was identified and removed using cutadapt [37] with the following parameters “-a CTGTAGGCACCAT –no-indels”. FastQC (version 0.11.4) [38] was used to generate a fastq quality report at the end of each step.

The preprocessed fastq reads were then aligned to the *S. cerevisiae* genome assembly R64-1-1 (GenBank assembly accession: GCA_000146045.2; [39]) using STAR (version 2.7.1a; [40]). The STAR splicing mode was switched off by setting the STAR parameter alignIntronMax to 1. 

SAMtools (version 1.6) was used to sort and index the resulting BAM files [41]. BEDTools (version 2.26.0; [42]) was used to convert the BAM files to BED files and create the genome coverage files from each BED file. The number of 5′ read ends (that correspond to the 3′ end of the originating nascent transcript) mapping to the plus and minus strands for each position in the genome were determined using the BEDTools genomecov function [33]; where the -d -5 parameter was specified to calculate the coverage at the 5′ positions instead of the entire interval. The genome coverage files were generated for the positive and negative strand by configuring the BEDTools genomecov strand parameter to “-strand +” and “-strand −”, respectively [42].

Downstream data processing and visualization of the resulting genome coverage files were carried out using R (version 4.0.2). To generate the histogram plots, sequence logos, and to determine replicate concordance (Figure 1, Figure 2 and Figure 3 and Supplementary Figure S1), the following R packages were used: dplyr (version 1.0.2), plyr (version 1.8.6), ggplot2 (version 3.3.2), ggseqlogo (version 0.1; [43]), ggpubr (version 0.2.5), cowplot (version 1.1.1), matrixStats (version 0.58.0), hexbin (version 1.28.1), tweedie (version 2.3.3), statmod (version 1.4.35), magritter (version 1.5), scales (version 1.1.1), tidyr (version 1.1.2), seqinr (version 3.6-1), zoo (1.8-8). A data frame was created for each sample containing a column for each of the following: chromosome coordinate, coordinate (ascending numbers starting from 1), nucleotide, region (external transcribed spacer 1 (ETS1), 18S, internal transcribed spacer 1 (ITS1), 5.8S, internal transcribed spacer 2 (ITS2), 25S, external transcribed spacer 2 (ETS2)), region type (spacer or gene), sample identity, counts on plus strand, and counts on minus strand. In the yeast genome assembly used, there are two copies of the 35S gene present, so during the generation of this data frame, the count values were combined for the two copies. 

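The copy whose positions the deposited table lists (RDN37-2) lies on the minus strand of chromosome XII from 460712 to 467569. The other copy (RDN37-1) lies from 451575 to 458432. In the reference sequence of S288C (assembly R64) the 2 copies differ at 0 bases, so a read cannot be assigned to one of them.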

Reads were normalized by dividing each count value at every coordinate by the total sum of counts on the positive strand. 

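In each of the 6 deposited libraries, the values sum to 1000000 over positions 1 to 6739, the last of which the table marks as the terminator T1. The positions downstream of T1 are listed on the same scale but are not part of that total. Over all positions the sums were 1000174 to 1000343 in WT and 1000400 to 1000424 in *spt4△*.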

DiffLogo (version 2.14.0; [44]) was used to visualize sequence differences for occupancy of Pol I in WT and *spt4△* yeast cells. For the calculation of a *p*-value for one motif position of one motif pair, DiffLogo computes a *p*-value that two PWM-positions are from the same distribution using permutation tests. Significance indicators in difference logo when *p* < 0.05 (https://rdrr.io/bioc/DiffLogo/src/R/diffSeqLogoSupport.R (accessed on 27 January 2021)). The data used to generate the figures in this publication have been deposited into NCBI’s Gene Expression Omnibus [45], and are available through the GEO series accession number GSE166983.

## 3. Results

### 3.1. NET-Seq Experiments Reproducibly Determine the Occupancy of Pol I on the rDNA Template during Transcription

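NET-seq locates RNA polymerase by sequencing the 3′ ends of the nascent RNA bound to the enzyme, so that each read marks a last incorporated nucleotide. Pol I was captured through an HA tag on its subunit Rpa135. Cells were harvested at an absorbance of 0.3 after growth at 30 °C, and 3 libraries were made for WT and 3 for the strain lacking *SPT4*. The deposited values are the authors' counts of read ends at 6858 positions of the 35S gene, divided by the library's total and given here in rpm (the share of that total multiplied by 1000000). Apart from 11 values in WT, each library's values are whole multiples of a single step. The 11 values lie midway between whole multiples, so a smaller unit is not excluded. The step was taken as the value of 1 read, from which the number of reads was recovered. The WT libraries held 5545592 to 10024580 reads (median 8815605) and the *spt4△* libraries held 307372 to 482329 reads (median 438997), a ratio of medians of 20.1. One read equals 0.0998 to 0.180 rpm in WT and 2.07 to 3.25 rpm in *spt4△*. The smallest occupancy that the depth can show at a position (3 reads) is 0.299 to 0.541 rpm in WT and 6.22 to 9.76 rpm in *spt4△*. These limits cover counting error only. The paper's text gives no sequencing run for a library, so a difference between runs could not be separated from the strain. Occupancy is reported as the mean ± SD of 3 libraries. Single positions were compared with limma on log2 of rpm with a pseudocount of 1. With 3 libraries against 3, a two-sided exact permutation test cannot give a p below 0.1.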

NET-seq experiments were performed in biological triplicate for both WT and *spt4△* yeast strains. The results from these experiments were plotted and overlaid in Figure 1. The Spearman correlation test was deployed to determine the reproducibility of occupancy patterns between replicates within the same strain. This test ranks occupancy values (i.e., the number of polymerases) at each position in the rDNA template from highest to lowest for two replicates individually, and then compares these rankings. The similarity between the two replicates can be evaluated by the Spearman coefficient value, where a value of 1 indicates perfect similarity. Therefore, the Spearman coefficient value indicates whether the overall occupancy pattern across the 35S gene is similar between replicates. It can be inferred that two replicates resulting in a coefficient value very close to 1 will likely display high and low occupancy in the same regions of the gene. However, because this test takes into account all positions of the 35S gene, conclusions cannot be drawn about individual nucleotides or specific regions of the gene.

In Figure 1A, the three WT replicates displayed a similar occupancy pattern, as indicated by the Spearman correlation coefficient values close to 1. 

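Spearman's rho between WT replicates was 0.9902 for replicates 1 and 2, 0.9857 for 1 and 3, and 0.9886 for 2 and 3 (mean 0.988, SD 0.00228, n = 3 pairs). The correlations are across positions of the gene, which are not independent replicates, so no p-value is given. The median position held 539 to 928 reads in a WT library. Of the alternatives tried, random thinning of each WT library to the reads of the same-numbered *spt4△* library moved the mean most, to 0.966 (median of 10 draws). That alternative was chosen after seeing the data.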

The tall peaks in the graph represent areas of high Pol I occupancy, whereas shorter peaks represent areas that are less occupied by Pol I during transcription. The high peaks may be interpreted as areas where Pol I is moving more slowly (or pausing), whereas areas of low occupancy may indicate where the polymerase is elongating faster, resulting in fewer enzymes being captured at that position. This analytical strategy was repeated for the *spt4△* strain shown in Figure 1B, and the three replicates of this strain were also found to be highly similar compared to each other. 

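For *spt4△*, Spearman's rho was 0.96 for replicates 1 and 2, 0.952 for 1 and 3, and 0.961 for 2 and 3 (mean 0.958, SD 0.00508, n = 3 pairs). Each of these lies below each WT pair, by more than the SD of either strain. A *spt4△* library held a median of 33 to 49 reads per position. Pearson's r on log2 of rpm had a mean of 0.938 over the same pairs, the largest move among the alternatives.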

Figure 1A,B reveal heterogeneity in occupancy of Pol I across the 35S gene in both strains. These results demonstrate that NET-seq precisely probes for Pol I on the rDNA template during transcription, and that this experiment is reproducible, therefore, giving experimental power to draw comparisons between the occupancy of Pol I in the two strains.

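The occupancy that 10% of positions exceeded was 25.6 to 34.0 times the occupancy that 10% of positions lay under in the WT libraries, and 21.5 to 24.3 times in the *spt4△* libraries. The 2.5% of positions with the highest occupancy held 16.9% ± 1.01 (SD, n = 3) of WT reads and 16.3% ± 0.405 of *spt4△* reads. This difference is smaller than the spread between the WT libraries (two-sided exact permutation test, p = 0.6). For the top 1% of positions the direction reversed, from 9.7% of WT reads to 10.9% of *spt4△* reads (exact permutation p = 0.1, the smallest possible). For the top 10% the share was lower in *spt4△*, at 38.1% of WT reads and 35.0% of *spt4△* reads, without overlap (exact permutation p = 0.1).
Position 6399 in 25S (chromosome XII, 461171, base U) had the highest occupancy in each of the 6 libraries. It rose from 5830.4 ± 945.5 rpm (SD, n = 3) in WT to 38380 ± 4645 rpm in *spt4△*, a log2 fold change of 2.73 (standard error 0.56, adjusted p = 0.00224 from limma). It alone held 0.479% to 0.665% of WT reads and 3.38% to 4.31% of *spt4△* reads. The 30 bases ending at this position also match 1 place outside the 2 copies of the gene, at 490002 to 490031 on chromosome XII. Its highest WT count of 66627 reads exceeds the 65536 possible molecular identifiers of 8 bases. Position 5094 in 25S (chromosome XII, 462476, base C) rose from 404.4 ± 77.7 rpm to 7771 ± 729 rpm, a log2 fold change of 4.28 (standard error 0.18, adjusted p = 8.24e-08 from limma). Right after +10 from positions 6399 and 5094, the gene reads CUCCA. The paper's linker reads CTCCA at that place, after CA and 8 variable bases. Whether reads at these positions came from the gene's own sequence in place of the linker was not tested. The other positions among the 3 highest medians of a strain lie next to the 3′ ends of mature rRNAs, beside positions listed at 0 in every library. At position 2498 in 18S (chromosome XII, 465072), the log2 fold change was 0.36 (standard error 0.25, adjusted p = 0.268). At positions 6645 and 6646 in 25S (chromosome XII, 460925 and 460924), occupancy fell by 0.71 and 0.77 on the log2 scale (adjusted p = 0.0106 and 0.0196). With one replicate left out, the adjusted p of position 6646 passed 0.05 in 4 of 6 fits and reached 0.084.

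**Figure D1:**
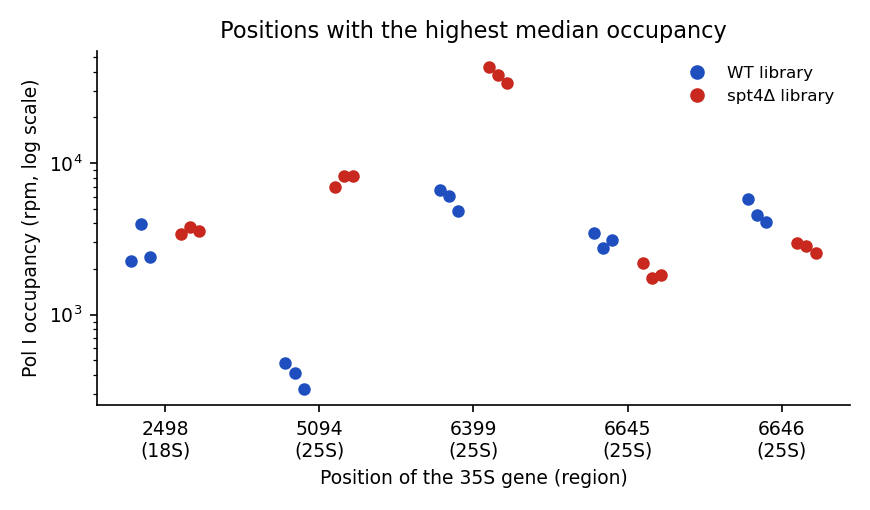
Pol I occupancy (rpm, log axis) at the positions with the 3 highest medians in either strain, ordered along the 35S gene, with one point per library (WT blue, *spt4△* red). At position 6399 the WT libraries lie between 4795 and 6648 rpm and the *spt4△* libraries between 33859 and 43140 rpm.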

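Across the 9 pairs that join a WT library with a *spt4△* library, Spearman's rho was 0.840 to 0.872 (mean 0.857), below every pair within a strain. After thinning of the WT libraries, these pairs gave 0.83 to 0.86, and the WT pairs gave 0.962 to 0.972.

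**Figure D2:**
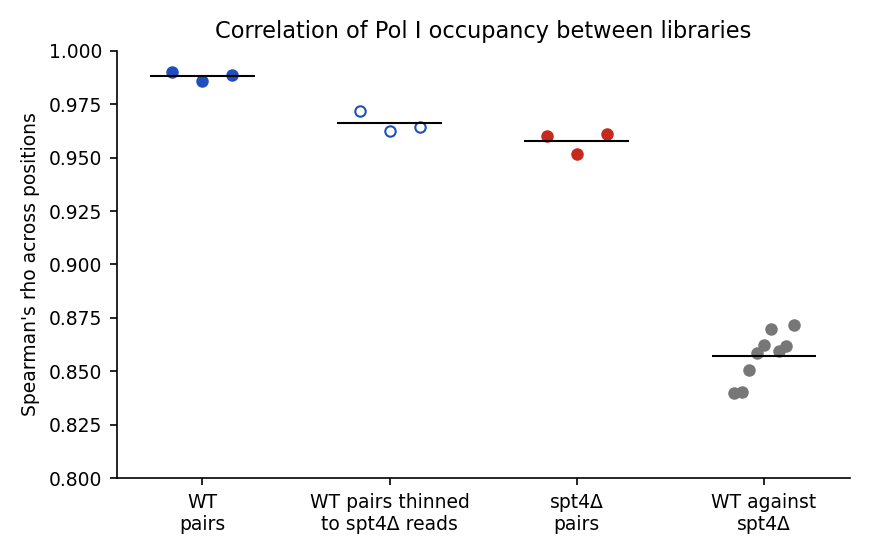
Spearman's rho across positions for each pair of libraries (points; open points are WT pairs thinned to the reads of *spt4△*, median of 10 draws), with the mean of each group as a black line. The axis starts at 0.8. The pairs between strains lie at 0.872 or lower and the pairs within a strain at 0.952 or higher.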

### 3.2. The Occupancy Pattern of Pol I during Transcription Differs in WT and spt4△ Yeast Strains

For a more quantitative comparison, we overlaid the median values for each position of the triplicate datasets for each strain (Figure 2A). 

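The positions of the table fall into 7 regions, given here with their coordinates on chromosome XII and the median over positions of the median occupancy of 3 libraries. In ETS1 (466870 to 467569), the median was 15.2 rpm in WT and 27.0 rpm in *spt4△*. It was 117.7 and 139.5 rpm in 18S (465070 to 466869), and 11.3 and 13.0 rpm in ITS1 (464709 to 465069). In 5.8S (464551 to 464708), it was 144.9 rpm in WT and 135.6 rpm in *spt4△*. The spacer ITS2 (464319 to 464550) had medians of 16.0 and 16.4 rpm, and 25S (460923 to 464318) had 124.9 and 127.6 rpm. In ETS2 (460712 to 460922), the median was 2.52 rpm in WT and 3.25 rpm in *spt4△*, where 3.25 rpm is below the 3 reads that the depth can show.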

At each position, we calculated the *p*-value to determine whether there was a significant difference in occupancy between the two strains, and displayed this result below the histogram [indicated by the green (enhanced occupancy in the mutant); white (no difference in occupancy), and black (reduced occupancy in the mutant)]. 

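Of the 6848 positions with a read in at least 1 library, 1725 were higher and 1441 lower in *spt4△* at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 46.2% of those tested. At an unadjusted p under 0.05 there were 3664. The median log2 fold change was 0.83 among the higher positions and −0.84 among the lower ones. At 3876 positions (56.5%) the 3 libraries of one strain all lay above those of the other, where chance gives 10%. Of these, 2103 were higher and 1773 lower in *spt4△*. Leaving out WT replicate 1 moved the counts most, to 1219 higher and 1075 lower. With each library scaled to its median position, 1365 were higher and 1781 lower, so that 43.4% of the calls were higher instead of 54.5%. The authors' deposited p-value is under 0.05 at 2616 positions, 1280 higher and 1336 lower in *spt4△*, so by their values more were lower. Of the 2616, 2380 were also called here, all 2380 in the same direction.
Among called positions without overlap and with a mean occupancy above the median, the largest rises were in ETS1. Position 628 (chromosome XII, 466942) rose from 5.83 ± 1.43 rpm (SD, n = 3) to 317 ± 44.9 rpm, a log2 fold change of 5.56 (standard error 0.24, adjusted p = 8.24e-08 from limma). Positions 538 (467032) and 218 (467352) rose by 5.48 and 5.11 on the log2 scale. The largest falls were at position 279 in ETS1 (467291), from 435 ± 33.5 rpm to 35.7 ± 8.71 rpm, a log2 fold change of −3.59 (standard error 0.17, adjusted p = 1.5e-07), and at positions 335 in ETS1 (467235) and 3150 in ITS2 (464420), with −2.92 and −2.42. At these 6 positions every alternative fitted to single positions, thinning of the WT libraries not among them, kept the direction and an adjusted p under 0.05.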

We observed that the Pol I occupancy pattern was significantly increased at the 5′ end of the gene and was decreased at the 3′ end of the gene in the *spt4△* strain relative to WT. 

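In the 5′ regions (ETS1, 18S and ITS1), 958 positions were higher and 443 lower in *spt4△*. In the 3′ regions (25S and ETS2), 704 were higher and 882 lower. By region, the positions higher and lower were 255 and 104 of 699 in ETS1, 614 and 283 of 1798 in 18S, and 89 and 56 of 360 in ITS1. They were 22 and 60 of 156 in 5.8S, and 41 and 56 of 231 in ITS2. In 25S, 665 were higher and 865 lower of 3395, and in ETS2, 39 were higher and 17 lower of 209.
ETS1 held 2.97% ± 0.469 (SD, n = 3) of WT reads and 4.95% ± 0.134 of *spt4△* reads, a log2 ratio of 0.73. Summing log2 values in place of reads gave 0.14, on a compressed scale where each region lies nearer to 0. Among alternatives on the scale of reads, leaving out WT replicate 3 moved it most, to 0.87. The share of 18S rose from 29.5% ± 0.407 to 31.9% ± 0.429, a log2 ratio of 0.11. The share of 25S fell from 61.5% ± 0.709 to 57.9% ± 0.682, a log2 ratio of −0.087. When the median over positions was compared in place of the share of reads, the value for 25S reversed to 0.029. The share of 5.8S fell from 3.85% ± 0.126 to 2.95% ± 0.0815, and that of ITS2 from 1.01% ± 0.0921 to 0.897% ± 0.0448. The direction of ITS2 also reversed with the median over positions, to 0.17. ETS2, the last region, rose from 0.362% ± 0.037 to 0.488% ± 0.0334, a log2 ratio of 0.43 that rests on at least 1400 reads per *spt4△* library. In each of these 6 regions the libraries of the 2 strains did not overlap (two-sided exact permutation p = 0.1, the smallest possible). In ITS1 they overlapped, at 0.790% ± 0.113 and 0.964% ± 0.0578 (exact permutation p = 0.2).

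**Figure D3:**
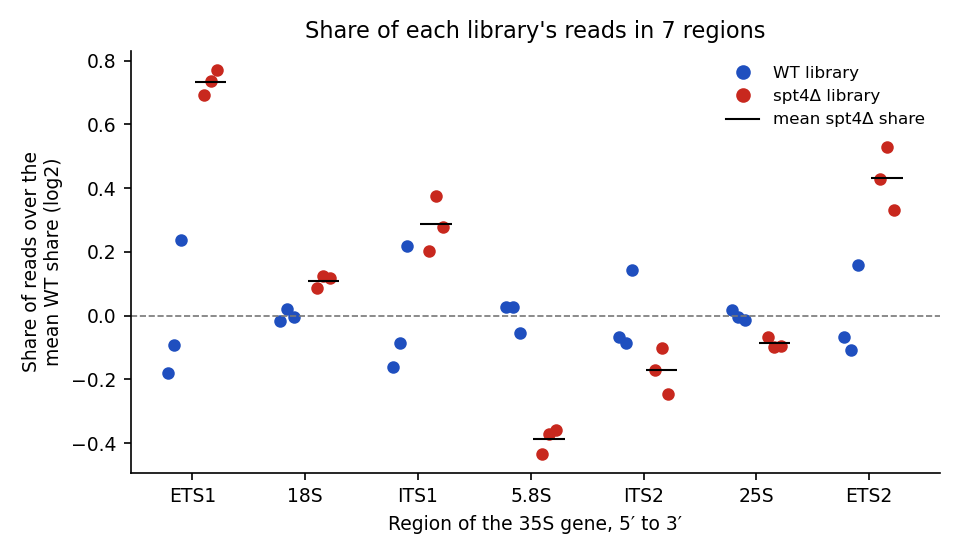
Share of each library's reads in 7 regions of the 35S gene, ordered from 5′ to 3′, as log2 of its ratio to the mean WT share (points: WT blue, *spt4△* red; black line: mean *spt4△* share; dashed line: mean WT share). The mean *spt4△* share lies at 0.73 in ETS1, −0.087 in 25S and 0.43 in ETS2. With the median over positions in place of the share, 25S lies at 0.029 and ITS2 at 0.17.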

While NET-seq is a powerful tool for determining transcription elongation occupancy patterns, we cannot determine the absolute number of polymerases that are loaded onto the template (i.e., transcription initiation effects) in the WT vs. *spt4△* yeast from these data. Nevertheless, these data indicate that there is an impairment in polymerase processivity in the *spt4△* strain, revealed by the build-up of polymerases at the 5′ end of the gene.

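The log2 ratio of reads in the 5′ regions to reads in the 3′ regions was −0.95, −0.88 and −0.86 in the 3 WT libraries and −0.67, −0.60 and −0.61 in the 3 *spt4△* libraries. The mean difference of 0.27 is larger than the spread within either strain (two-sided exact permutation test, p = 0.1, the smallest possible). A ratio within a library does not change with the total it is divided by. On the compressed scale of summed log2 values the difference was 0.070. On the scale of reads, leaving out the top 0.5% of positions moved it most, to 0.34. From the build-up of polymerases at the 5′ end of the gene, the paper proposes that the processivity of Pol I is impaired in *spt4△*.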

To visualize trends in occupancy more clearly, we calculated the moving average of median occupancy across the rDNA template for two different window sizes (200 and 2000 base pairs—where the number of positions considered in the average is equal to the window size) for both strains (Figure 2B). These plots support the pattern observed in Figure 2A, where the *spt4△* yeast display an enrichment of Pol I at the 5′ end of the gene and a depletion at the 3′ end compared to WT. 

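With a window of 200 positions, the moving average of the medians was higher in *spt4△* in 84.7% of the windows of the 5′ regions and in 24.9% of those of the 3′ regions, of 6659 windows in all. Across the 9 pairs of a WT and a *spt4△* library, these shares were 74.4% to 89.2% and 21.2% to 29.1%. With a window of 2000 positions, they were 95.0% and 0, of 4859 windows in all. Leaving out the top 0.5% of positions moved the share in the 5′ regions most, to 96.4%. In separate bins of 200 positions, 16 of 35 bins were higher and 19 lower in *spt4△*. The libraries of the 2 strains did not overlap in 28 of these bins, where chance gives 10%. Of the 18 bins that start in 25S or ETS2, 13 were lower and 5 higher. Among these, 11 were lower and 2 higher without overlap. All these counts compare summed reads per bin. By the median log2 change over positions, several of the lower bins were higher in *spt4△*, and some of the higher bins were lower.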

We used the Kolmogorov–Smirnov test (K-S test; Figure 2B inset value) to demonstrate that the differences between the mutant and WT patterns are significant. 

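For the moving average with a window of 200, the largest distance between the cumulative distributions (D) was 0.150 (two-sided K-S test, n = 6659 windows, p = 2.97e-65). Leaving out the positions near mature ends moved D most, to 0.131. With a window of 2000 it was 0.220 (n = 4859, p = 3.5e-102). Neighbouring windows share positions, so these p-values count the same reads many times, and D between single libraries gives the replicate error. For the smaller window, D was at most 0.0737 between libraries of one strain and 0.115 to 0.164 between libraries of the 2 strains. For the larger window it was at most 0.0895 within a strain and 0.197 to 0.234 between strains. Without a moving average, the medians over the whole gene gave a D of 0.049 (n = 6858, p = 1.42e-07). Single libraries then gave 0.021 to 0.0328 within WT, 0.0222 to 0.0293 within *spt4△* and 0.0225 to 0.0655 between strains, which overlap.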

Additionally, we used the same statistical analysis, the K-S test, to compare occupancy distributions in individual rDNA regions between the two strains (Figure 2C). We found that there were significantly different occupancy patterns in the most 5′ end regions (ETS1, 18S, and ITS1) and in the most 3′ end regions (25S and ETS2), while there was no significant difference in the two most interior regions (5.8S and ITS2). 

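Within regions, D between the medians of the 2 strains was 0.183 in ETS1 (two-sided K-S test, n = 700 positions, p = 1.37e-10), 0.0933 in 18S (n = 1800, p = 3.1e-07) and 0.102 in ITS1 (n = 361, p = 0.0451). It was 0.114 in 5.8S (n = 158, p = 0.257) and 0.0776 in ITS2 (n = 232, p = 0.487). In 25S, D was 0.0471 (n = 3396, p = 0.00107), and in ETS2 it was 0.308 (n = 211, p = 4.03e-09). D was larger between every WT and *spt4△* library than between any libraries of one strain in ETS1, 18S, 25S, 5.8S and ETS2. In ITS1 and ITS2, these ranges overlapped. The p of ITS1 passed 0.05 under several alternatives, and reached 0.195 without WT replicate 1. In ETS2, the median was 0 at 70 positions in *spt4△* and at 5 in WT, and the distributions lay farthest apart at 0. After thinning of the WT libraries, D in ETS2 was 0.154 (n = 211, p = 0.0135) and lay in the opposite direction.

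**Figure D4:**
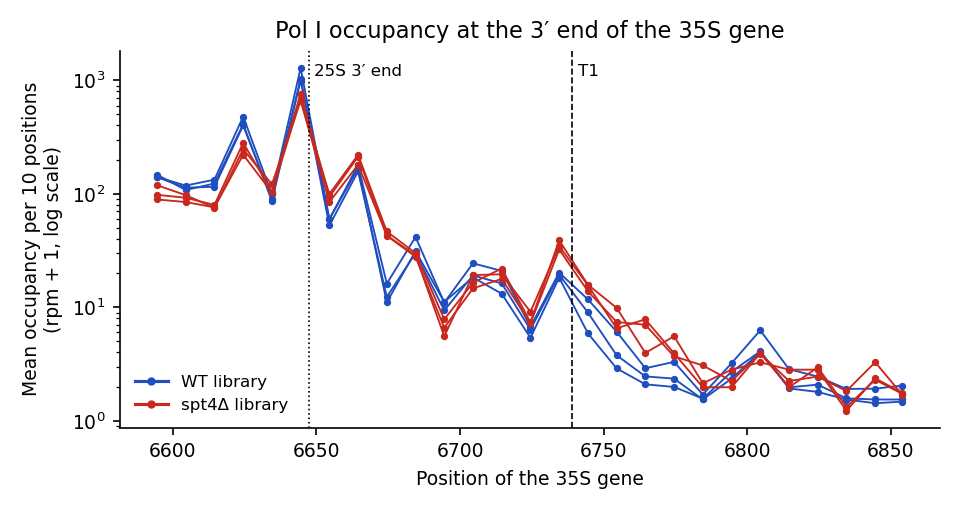
Mean Pol I occupancy per 10 positions (rpm + 1, log axis) from position 6590 to the last position of the 35S gene, with one line per library (WT blue, *spt4△* red). A dotted line marks the 3′ end of 25S and a dashed line T1. In the bin from 6670 to 6679, the WT libraries lie between 10.1 and 15.2 rpm and the *spt4△* libraries between 41.7 and 45.6 rpm before 1 is added. From 6680 to 6689 they lie at 29.0 to 40.7 and 27.0 to 28.9 rpm, and from 6690 to 6699 at 8.39 to 10.2 and 4.56 to 6.84 rpm, lower in *spt4△*.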

Overall, these results suggest that Spt4 promotes Pol I processivity in WT yeast. We hypothesize that in *spt4△* cells, a fraction of the polymerases are prematurely terminating transcription, explaining the significant decrease in Pol I occupying the 3′ end of the gene in the mutant cells. However, it is also possible that slowed elongation kinetics in the 5′ end of the gene contributes to the observed clustering of Pol I in the mutant cells.

### 3.3. Deletion of SPT4 Results in Sequence-Specific Effects on Transcription by Pol I

Figure 1 and Figure 2 suggest that Pol I is pausing or arresting more frequently at the 5′ end of the gene, and could even indicate that some polymerases are lost from the rDNA template. If Spt4 affects transcription elongation properties in addition to processivity, one might detect altered sequence preferences at high occupancy positions in the rDNA. Importantly, NET-seq results display a snapshot of the occupancy of a polymerase at the time of harvest. Thus, kinetic information cannot be directly calculated from these data. However, it is reasonable to interpret peaks and valleys in the NET-seq data as reflections of DNA positions that are slowly transcribed (pause-prone sites) or pause free regions (as outlined above).

To test for sequence-specific effects on Pol I occupancy, sequence logos (Figure S1) for both the WT and *spt4△* yeast strains were generated. For ease of interpretation, we created a logo displaying a summary of the differences in sequence patterns observed between the two strains (Figure 3). Figure 3 and Figure S1 display sequence preferences for the top 2.5% occupied positions in the rDNA, both 30 nucleotides up- and downstream of the last incorporated nucleotide (LNT; black vertical arrow, Figure 3). 

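The top 2.5% of positions by median occupancy are 171 positions in each strain, of which 80 are shared. The lowest median among them was 573.7 rpm in WT and 458.9 rpm in *spt4△*. In WT, 109 of them lie in 25S, 44 in 18S, 10 in 5.8S, 4 in ETS1, 3 in ITS2 and 1 in ETS2. In *spt4△*, 75 lie in 25S, 69 in 18S, 13 in ETS1, 11 in 5.8S, 2 in ETS2 and 1 in ITS2.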

In Figure 3, nucleotides that are overrepresented in the WT strain are displayed below the *x*-axis, whereas those overrepresented in the *spt4△* yeast with respect to WT are shown above the axis. The degree of difference between the two strains at each position is proportional to the size of the nucleotide.

Interestingly, these data demonstrate that in the *spt4△* strain, the upstream sequence (beyond the RNA:DNA hybrid, roughly beyond −10) was A/T-rich, whereas the downstream sequence contained an enrichment for G/C-content, compared to the WT strain (Figure 3 and Supplementary Figure S1). This downstream G/C enrichment is particularly evident in the first ten positions downstream of the last nucleotide incorporated (+1 to +10; Figure 3). This pattern is the opposite of that observed in the WT strain. 

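At −30 to −11 from the last nucleotide, A and T made up 54.5% of the bases around the WT positions and 58.4% around the *spt4△* positions, a difference of 3.89 points (two-sided permutation test exchanging positions between the sets, p = 0.00268). Over all positions of the gene, the share was 54.9%. The top positions of single libraries gave 54.4% ± 0.238 (SD, n = 3) in WT and 58.9% ± 0.422 in *spt4△* (two-sided exact permutation test, p = 0.1, the smallest possible). Leaving out the 80 shared positions gave 7.31 points, which rescales the same difference from 171 to 91 positions (permutation p = 0.00012). Shared positions add no difference but widen the spread under exchange, so the permutation p of the full sets tends to be too large. Among the other alternatives the top 10% of positions moved the difference most, to 1.01 points (permutation p = 0.104). With the top 5% it was 1.66 points (permutation p = 0.0682).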

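At +1 to +10, G and C made up 37.6% of the bases around the WT positions and 41.0% around the *spt4△* positions (difference 3.45 points, two-sided permutation p = 0.0648). Both shares lie below the 45.0% of all positions of the gene. Per library, they were 37.9% ± 1.06 (SD, n = 3) and 41.0% ± 0.389, without overlap (two-sided exact permutation p = 0.1, the smallest possible). The difference was 1.01 points for the top 1% of positions (permutation p = 0.768), 1.29 points when positions were ranked against their surroundings (p = 0.474) and 2.67 points for the top 10% (p = 0.00218). Leaving out the shared positions rescales the difference to 6.48 points, and the permutation p was then 0.0117.

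**Figure D5:**
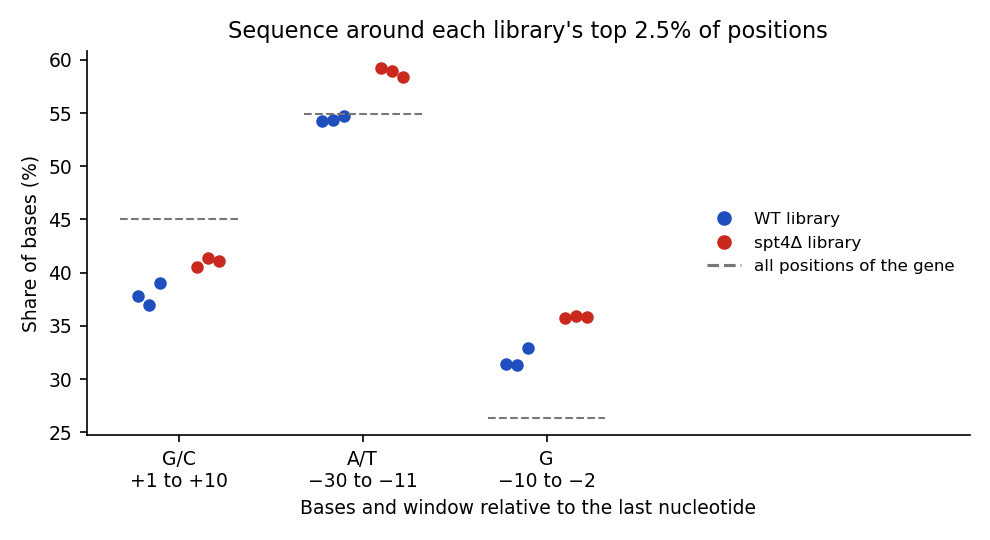
Share of bases (%) in 3 windows around each library's top 2.5% of positions, with one point per library (WT blue, *spt4△* red) and the share over all positions of the gene as a dashed line. The axis starts near 25%. For G and C at +1 to +10, the libraries of *spt4△* lie at 40.6% to 41.4% and those of WT at 37.0% to 39.1%, under the dashed line at 45.0%.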

We note that only two positions (−2 and +3; Figure 3) gave statistically significant alterations in the sequence motif for occupancy; but given the nature of these data (polymerase position, versus sequence specific DNA binding), it is informative to focus on changes in the observed trends in occupancy rather than specific sequence effects at each position. 

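Jensen-Shannon divergence was tested at each of 60 positions around the last nucleotide by permutation (10000 resamples). Only 1 position, −3, had an unadjusted p under 0.05 (two-sided permutation p = 0.0053, Benjamini-Hochberg adjusted p = 0.318), and after adjustment 0 positions did. Between independent sets, 3 of 60 would by chance at the unadjusted p. The 2 sets here share 80 positions, so fewer than that are due by chance. At −3, G rose from 31.6% of the WT positions to 44.4% of the *spt4△* positions, and U fell from 22.8% to 13.5%. At −2 the permutation p was 0.536. At +3 it was 0.0999, where A fell from 41.5% to 32.2% and C rose from 7.02% to 14.0%. The count moved most for the positions in the top set of one strain only, with 11 positions, of which 1 passed after adjustment.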

Ultimately, these data suggest that Pol I occupancy is substantially repositioned with respect to rDNA sequence features. The simplest interpretation of this finding is that Spt4/5 influences transcription elongation kinetics by Pol I, in addition to its effect on processivity.

## 4. Discussion and Conclusions

These studies demonstrate that, consistent with the previous literature, Spt4 is an important transcription elongation factor for Pol I. These results show that in cells lacking Spt4, there was a disruption in Pol I occupancy, where there were relatively more reads at the 5′ end of the rDNA template as compared to WT yeast, and less reads at the 3′ end. 

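At +1 to +10, A made up 33.2% of the bases around the top positions of WT and 26.7% around those of *spt4△*, against 26.9% over all positions of the gene. The difference of −6.49 points had a two-sided permutation p of 0.00094 (0.00564 after Benjamini-Hochberg adjustment over 6 base shares).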

Additionally, we saw that in *spt4△* yeast, Pol I populated G-rich regions of the rDNA more densely than WT yeast, where there was an increased A-enrichment downstream of the LNT. The use of NET-seq in these experiments reveals that Spt4 plays a role in transcription elongation by Pol I, and our data suggests that Spt4/5 likely influences both processivity and pausing by Pol I. 

The previous literature suggests that Spt4 promotes Pol I processivity, and it was discovered that in *spt4△* yeast, there was a build-up of polymerases at the 5′ end of the gene and a reduction at the 3′ end, demonstrated by chIP analysis [30]. The data from Figure 2 demonstrate that there was an enrichment of Pol I at the 5′ end of the 35S gene, and that this occupancy dropped off and was significantly lower compared to WT at the 3′ end of the gene. These results are consistent with the previous chIP assays for Pol I processivity. Therefore, the data from our NET-seq experiments support the previous results using alternative techniques [30].

In previous studies using in vitro techniques, it was shown that in *spt4△* mutants, there was impaired transcription elongation by Pol II through G/C-rich regions of DNA [46]. 

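At +1 to +10 from the last nucleotide, G made up 22.2% of the bases around the top positions of WT and 24.7% around those of *spt4△* (difference 2.51 points, two-sided permutation p = 0.095, adjusted p = 0.19). Both lie below the 26.4% of all positions of the gene. The share of C there was 15.4% in WT and 16.4% in *spt4△* (permutation p = 0.478, adjusted p = 0.492).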

The data presented here are consistent with this previous Pol II study, revealing that Pol I occupancy was enriched in G-rich regions of the rDNA both approximately 10 nucleotides up- and downstream of the LNT (Figure 3). This result may suggest a conserved role for Spt4 in transcription by Pols I and II. In a recent publication, it was determined that in WT cells, peaks of Pol I occupancy correlated with a high G/C-content in the RNA-DNA hybrid present in the transcription bubble [47]. While we do see enrichment of G-residues within this region (−10 to −2) in the WT pause sites (Supplementary Figure S1A), we observe even more G-enrichment in the *spt4△* mutant (Supplementary Figure S1B, and Figure 3). This observation indicates that perhaps, Spt4 functions to help Pol I escape these G/C-rich sequences that may slow the polymerase down. Therefore, in cells lacking Spt4, Pol I is stalled on the template in these regions. That study also showed that the formation of strong nascent RNA structures upstream of Pol I can prevent backtracking and help to propel the polymerase forward. 

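At −10 to −2, G made up 31.5% of the bases around the top positions of WT and 36.2% around those of *spt4△*, a difference of 4.74 points (two-sided permutation p = 0.00409). Per library, the shares were 31.9% ± 0.92 (SD, n = 3) and 35.9% ± 0.0993, without overlap (two-sided exact permutation p = 0.1, the smallest possible). The difference was 2.09 points for the top 1% of positions (permutation p = 0.443) and 1.62 points when positions were ranked against their surroundings (p = 0.355). It was 3.98 points for the top 5% (permutation p = 0.00079) and 3.32 points for the top 10% (p = 0.00017). Leaving out the shared positions rescales the difference to 8.91 points, and the permutation p was then 0.00026. G and C together made up 52.5% in WT and 53.7% in *spt4△*, above the share over all positions (difference 1.23 points, permutation p = 0.492).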

In this study, we determined that the *spt4△* and WT strains display opposing nucleotide occupancy patterns. We predict that the A/T-rich sequences just upstream of Pol I in the *spt4△* cells may form a weak secondary structure. These weak structures could allow for frequent backtracking and stalling of Pol I on the template. 

The exact mechanism by which Spt4/5 promotes transcription by Pol I is not known. Previous studies suggest that the Spt4/5 complex helps Pol II traverse nucleosomes [27,48]. However, unlike the DNA templates for Pol II, the actively transcribed rDNA repeats are thought to be mostly free of ordered nucleosomes [49,50]. Therefore, it is unlikely that the mechanism by which Spt4/5 acts on Pol I and the rDNA is through nucleosome remodeling. Synthesis of rRNA is essential for cell survival, and the previous literature showed that cells containing a point mutation in *SPT5* and a deletion of the *SPT4* gene were unable to survive [31], so it seems that there is some functional redundancy for Spt4 and Spt5. The *spt4△* cells are viable, so we hypothesize that Spt5 can at least partially compensate for the loss of Spt4. 

Another proposed role for the Spt4/5 complex is in reducing pausing throughout elongation. Promotor-proximal pausing is a well-described process and regulation mechanism for Pol II in higher eukaryotes, where the polymerases undergo a strong pause event just downstream of the transcription start site, prior to releasing into transcription elongation [51]. 

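The mean occupancy per position over the first 100 positions of ETS1 was 0.631 ± 0.049 (SD, n = 3) times the mean over the rest of ETS1 in WT and 0.563 ± 0.0458 times in *spt4△* (two-sided exact permutation p = 0.3). With the first 200 positions the direction reversed, with 1.01 to 1.15 in the WT libraries and 1.24 to 1.31 in those of *spt4△*, without overlap (means 1.09 and 1.28, two-sided exact permutation p = 0.1, the smallest possible). Among windows of 50 positions in ETS1, the highest mean of the medians was 92.1 rpm in WT (positions 98 to 147) and 168.5 rpm in *spt4△* (positions 95 to 144). The first window held 14.9 rpm and 22.4 rpm.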

The Spt4/5 complex has been suggested to play a role in this process for Pol II [52]; however, Pol I is not known to undergo this pausing (and there is no evidence for this pausing in our NET-seq data). Therefore, it is unclear whether the Spt4/5 complex could help to resolve polymerase pausing that might occur during elongation. 

Finally, it is possible that the Spt4/5 complex could help to stabilize polymerases on the rDNA. It has been shown previously that Spt4 and Spt5 associate directly with Pol I [30], but it is still unclear whether they interact with the DNA. Some evidence suggests that the Spt4/5 complex may bind to the DNA template in Pol II-transcribed genes [29] while still contacting the polymerase. This is also possible for the rDNA and Pol I, but this structure has not been resolved. It is reasonable to expect that Spt4/5 may influence the structure of the Pol I transcription elongation complex, by enhancing complex stability and processivity. To investigate this further, it would be important to determine where the Spt4/5 complex binds to Pol I through structural analyses and identify its effects on elongation complex structure.

Here, we found that deletion of *SPT4* results in clear perturbation of transcription elongation by Pol I. Consistent with the previous literature [30], these findings support the hypothesis that Spt4 promotes Pol I processivity in vivo, reflected in the accumulation of Pol I at the 5′ end of the 35S gene. 

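At −30 to −11 from the last nucleotide, A made up 25.7% of the bases around the top positions of WT and 28.2% around those of *spt4△* (difference 2.49 points, two-sided permutation p = 0.0563, adjusted p = 0.169). The share of T was 28.7% and 30.1% (permutation p = 0.254, adjusted p = 0.381). Over all positions of the gene, these shares were 27.0% for A and 27.9% for T.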

Additionally, sequence analyses presented here show that Pol I is most frequently paused in G-rich rDNA regions 10 nucleotides up- and downstream from the LNT, with an elevated A-content upstream of these regions. These data are consistent with previous in vitro studies displaying that Pol II is paused more readily in G/C-rich regions in *spt4△* yeast [46], suggesting that the Spt4/5 complex may have a partially conserved role in transcription by Pols I and II. While these studies reveal more about the role of Spt4 in transcription by Pol I, future studies are required to evaluate the role(s) for Spt5 in Pol I transcription and the connection between Spt4/5 and pre-rRNA processing.

## Figures and Tables

**Figure 1:**
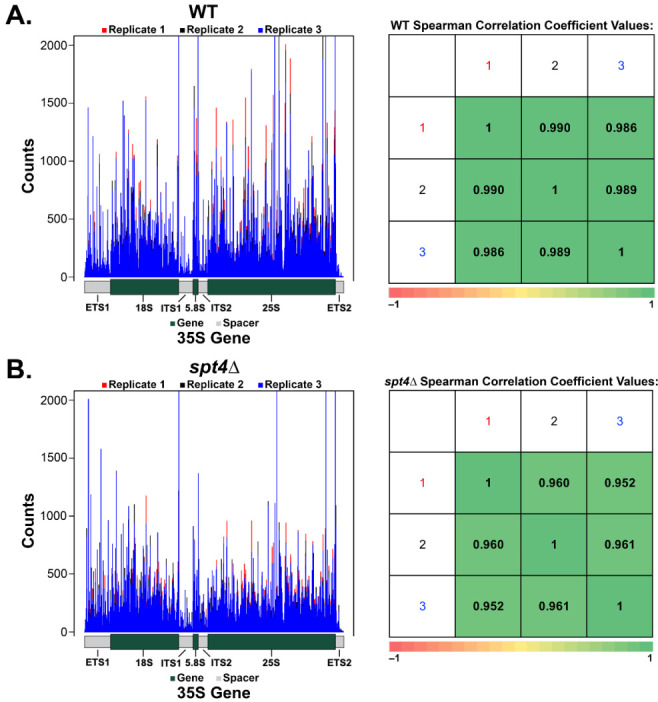
NET-seq experiments are reproducible for WT and *spt4△* yeast strains. Three libraries for each strain were prepared and sequenced. The reads were mapped back to the yeast genome, and were plotted in (**A**,**B**). Spearman correlation coefficient values were calculated comparing each of the three replicates against the other two per strain. A coefficient value of 1 indicates complete similarity between the two replicates (as can be seen when comparing one replicate against itself); whereas a value of −1 indicates completely opposite rank order.

**Figure 2:**
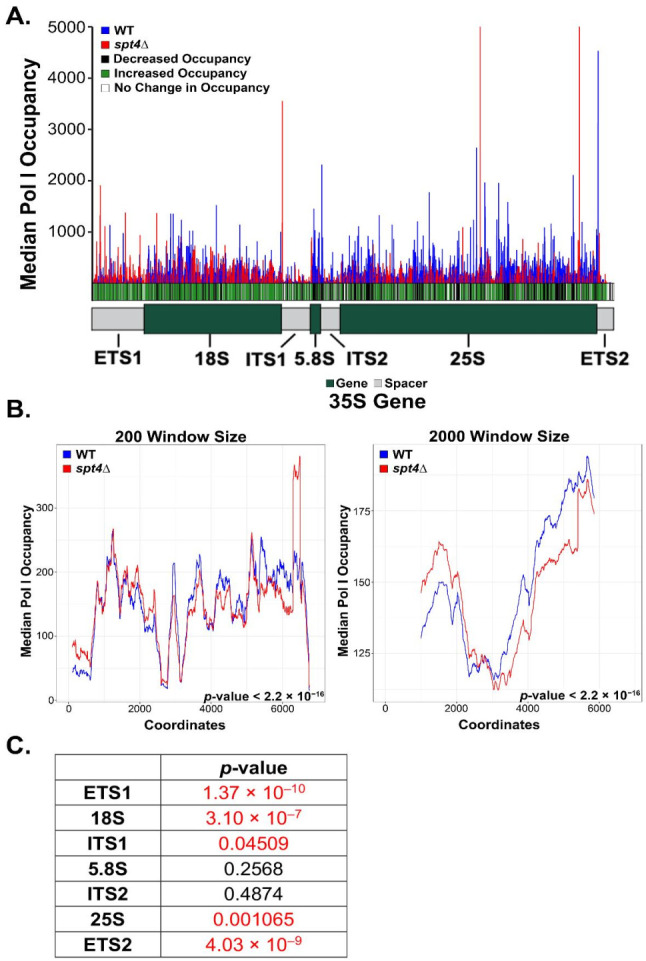
Spt4 promotes Pol I processivity during transcription of the rDNA. (**A**) The median occupancy of the three replicates for each strain was plotted. At each position, a *p*-value was calculated based on the occupancy of the WT vs. *spt4△* strains. If the occupancy in the *spt4△* strain was significantly increased compared to WT, that was deemed “increased occupancy”, and the same process was taken for the “decreased occupancy” positions. (**B**) The moving average was calculated for every x number of positions (where x is equivalent to window size; for the 200 window size, x = 200 and for the 2000 window size, x = 2000), and plotted. The Kolmogorov–Smirnov test was used to determine whether the two strains displayed the same or different distributions; *p*-values are included on the graphs. (**C**) The Kolmogorov–Smirnov statistical test was run for each region of the 35S gene to compare between the occupancy of the two strains. The *p*-value is indicated in the table for each region.

**Figure 3:**
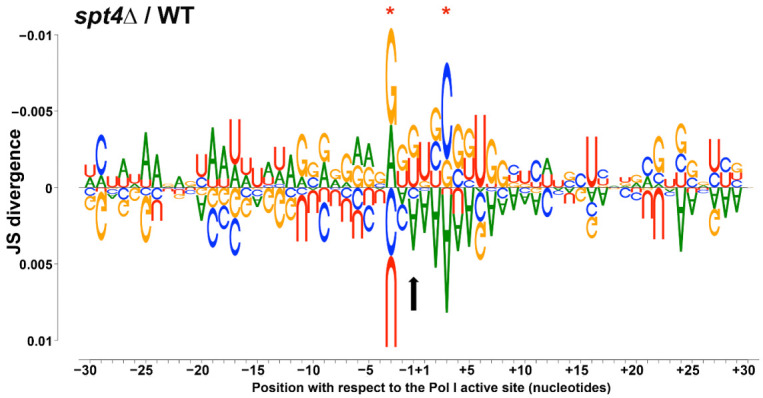
Pol I is stalled in particularly G-rich regions of the rDNA in *spt4△* yeast. A summary logo was generated to demonstrate the differences in sequence-specific pausing in *spt4△* cells versus WT. Sequences 30 nucleotides up- and downstream in the top 2.5% enriched positions were compared using DiffLogo (version 2.14.0). The size of the nucleotide at each position is proportional to the degree of overrepresentation in one strain versus the other. Sequences above the *x*-axis are overrepresented in the mutant strain whereas sequences below the *x*-axis are overrepresented in WT. Positions with statistically significant divergence (see method section) are indicated with a red asterisk, and the position of the last synthesized nucleotide (−1) is marked with a vertical black arrow.

**Table 1:** Description of strains used for NET-seq experiments.

Strain	Description
Wild-Type (WT)	*ade2-1 ura3-1 trp1-1 leu2-3, 112 his3-11,15 can1-100 RPA135-(HA)3- (His)7::TRP1mx6 rpa190Δ::HIS3Mx6* carrying pRS315-*RPA190*
*spt4* *△*	*ade2-1 ura3-1 trp1-1 leu2-3, 112 his3-11,15 can1-100 RPA135-(HA)3-(his)7::URA3mx6 spt4△*::*HIS3*

**Table 2:** Primer sequences for library amplification. The forward and reverse primers for library amplification per replicate are included in the table, and are listed in the 5′ to 3′ direction. The same reverse primer was used for each replicate however, a unique forward primer was used for each.

Rep.	Forward	Reverse
1	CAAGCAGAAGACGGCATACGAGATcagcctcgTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
2	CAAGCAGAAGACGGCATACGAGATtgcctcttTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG
3	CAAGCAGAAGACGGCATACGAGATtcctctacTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here: GSE166983 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166983).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/12/3/413/s1, Supplementary Figure S1. Pol I occupies different sequences in WT and *spt4Δ* yeast. Supplementary Figure S2. Growth curves for WT and *spt4Δ* yeast.

# Supplementary material for: Spt4 Promotes Pol I Processivity and Transcription Elongation
**Source:** Genes (Basel). 2021 Mar 12;12(3):413. doi: 10.3390/genes12030413
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES:

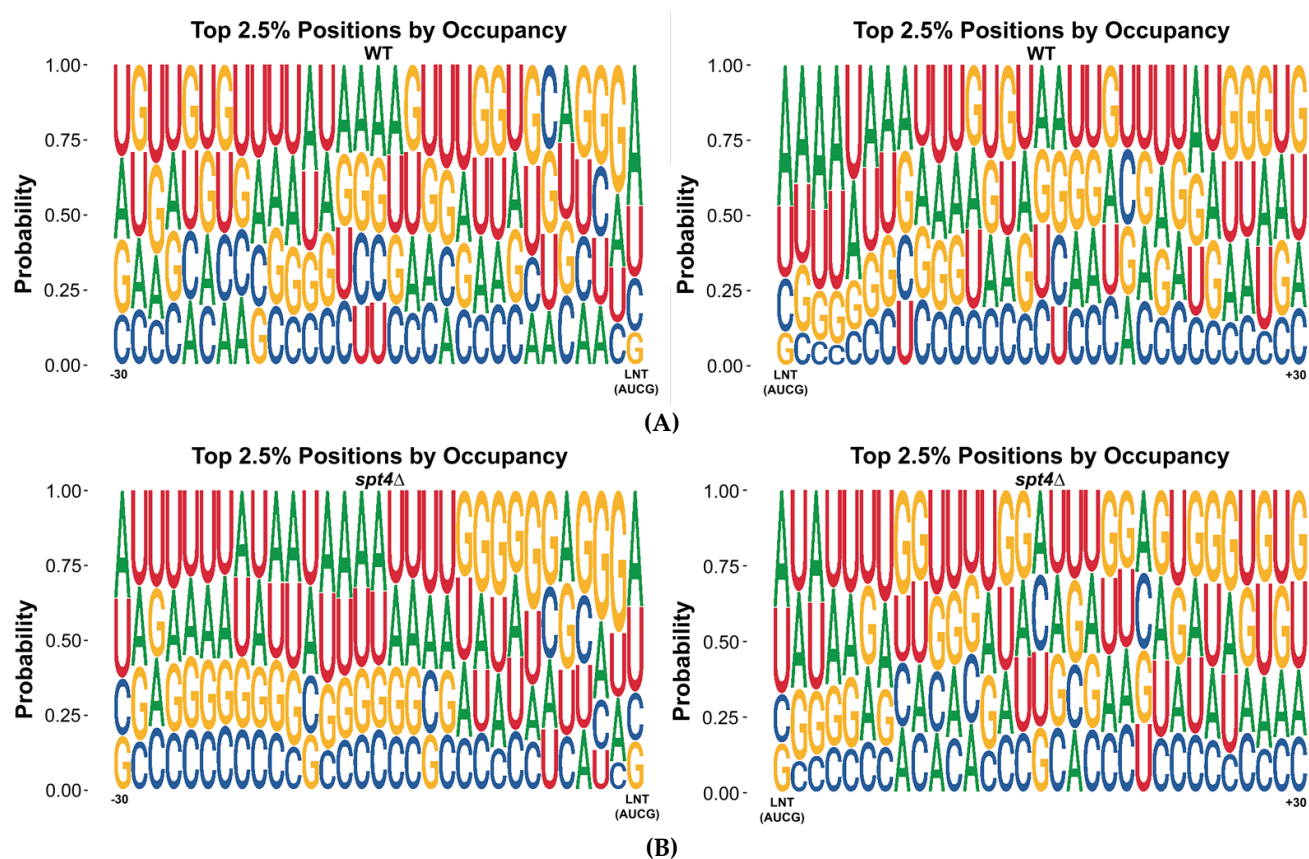

**Supplementary Figure S1.** Pol I occupies different sequences in WT and *spt4Δ* yeast. Sequence logos were generated for both (A) WT yeast and (B) *spt4Δ* yeast for 30 positions upstream of the LNT (left) and for 30 positions downstream (right).

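The logos stack the bases found at each offset from the last nucleotide, so a base drawn taller was more frequent among the positions of highest occupancy. At −1, the last nucleotide itself, A made up 46.8% of the WT positions and 38.6% of the *spt4△* positions, and G made up 10.5% and 15.8%. Over all positions, 27.0% are A and 26.4% are G. For these sets, the composition at −1 did not differ beyond chance (Jensen-Shannon divergence, two-sided permutation p = 0.346). With the top 10% of positions, −1 had an unadjusted permutation p under 0.05. Over all positions, the mean log2 change was 0.289 where the last nucleotide is U and −0.247 where it is A. At −2, G was the most frequent base in both strains.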

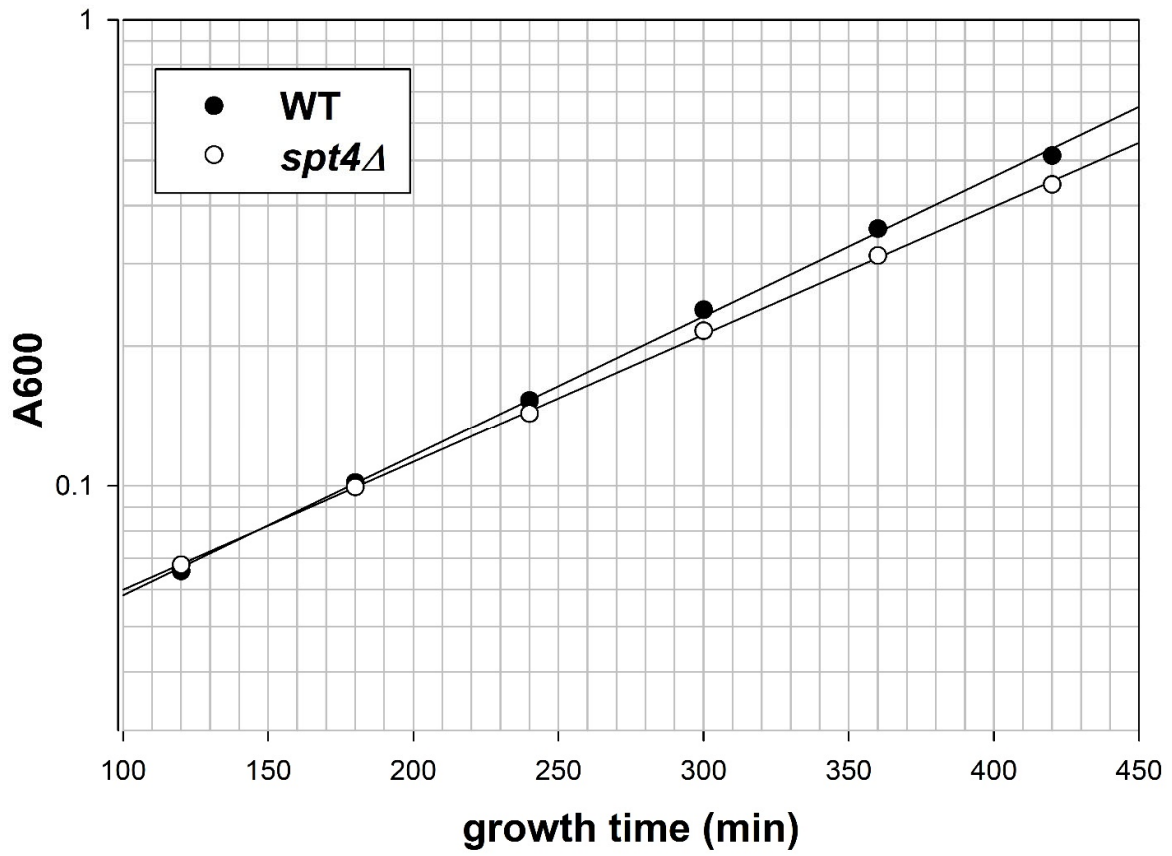

**Supplementary Figure S2.** Growth curves for WT and *spt4Δ* yeast. Four independent cultures of each strain were cultured at 30 °C with aeration in YEPD medium and cell density was assessed by measuring absorbance at 600 nm by spectrophotometry. The resultant calculated doubling times were 100 min for WT and 110 min for *spt4Δ*.

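A growth curve follows the density of a culture over time, and the time in which the density doubles is read from the part where growth is exponential. The curves were measured on independent cultures of each strain, and their readings are not analysed here. The doubling time describes whole cells and not Pol I occupancy.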

How the deposited data were processed for this re-analysis (not part of the article)

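NET-seq libraries of Pol I from 3 WT and 3 *spt4△* cultures were compared over 6858 positions of the 35S gene. The paper describes them as biological triplicates, and the replicate numbers come from the sample titles. The paper's table of primers lists one indexed primer per replicate number and names no strain.

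The authors removed duplicate reads on their molecular identifiers, trimmed linkers, aligned the reads to the yeast genome without splicing, counted read ends per position and added the counts of both copies of the gene. The deposited values are in rpm (RPM): the authors divided each count by the library's total up to T1, and the table gives it multiplied by 1000000. The authors also deposited a p-value for each position, and a ratio of the mean of the *spt4△* values to the mean of the WT values. The paper's text does not name the test behind that p-value. Recomputed on the deposited values, it equals that of an unequal-variance test at all 6848 positions that have one. It was not used to call positions. Reads aligned outside the 35S gene and the raw reads were not used here.

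The values of each library are multiples of one step, and 99.97% of the 41148 values are whole multiples, the rest being 11 values in WT. The reads recovered this way were 10024580, 5545592 and 8815605 in WT and 482329, 438997 and 307372 in *spt4△*. The recovered reads served to state depth and for alternatives, since the design called for limma where values had been divided by a total. Positions at 0 numbered 21, 29 and 13 in WT and 138, 123 and 197 in *spt4△*. At 10 positions no library has a read, and these were left out of the test. Of the 10, 9 form runs of 3 at the 3′ ends of mature 18S, 5.8S and 25S. The paper's text does not mention a removal of these positions. The smallest value that a library can show was taken as 3 reads.

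Single positions were tested with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 on log2 of rpm with a pseudocount of 1, with strain as the only term, and called at a Benjamini-Hochberg adjusted p under 0.05. No filter on low values was applied. The edgeR 4.0.16 quasi-likelihood test on the recovered reads, with library sizes as totals and no further factors, called 1857 positions higher and 1445 lower. It shared 3095 calls with limma, all 3095 in the same direction. Alternatives used DESeq2 1.42.0 and the TMM factors of edgeR on the recovered reads. The limma and edgeR tests were run on 5 simulated data sets with 200 changed positions. In the median, limma recovered 170 of them (85%) with at most 7 false calls, and edgeR recovered 187 (93.5%) with at most 10. In 5 simulated data sets without a change, both called 0 positions. The simulations drew each position independently with one fixed dispersion, and planted changes only at positions of higher occupancy. They therefore do not give the rate of false calls or the power in the real libraries.

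Values with one number per library (shares of reads per region, the ratio of 5′ to 3′ reads, base shares, occupancy near the promoter) were compared with two-sided exact permutation tests, for which 0.1 is the smallest possible p. K-S tests used the medians of 3 libraries per position and moving averages of 200 and 2000 positions. The 5′ regions are ETS1, 18S and ITS1, and the 3′ regions are 25S and ETS2, as the paper groups them. Sequences of 30 bases on each side of the last nucleotide were taken for the top 2.5% of positions by median occupancy. Sets of positions were compared with permutation tests of 100000 resamples for base shares and 10000 for single offsets, which exchange positions between sets as DiffLogo does. DiffLogo itself was not used. On simulated sets without a difference, 3.4 of 60 offsets were called on average where chance gives 3, and with a planted difference 100% of planted offsets were called. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.

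The positions named were set by a rule. They are the 3 with the highest median in each strain, the 3 with the largest log2 change in each direction, the first and last of each of the 7 regions, and any the paper names. The largest changes were taken among called positions whose libraries do not overlap and whose mean occupancy lies above the median of all positions. Position 6739, T1, and the span downstream of it were chosen after their values were seen.

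Alternatives changed one choice at a time. They covered a pseudocount of 0.1 or 10, a mean of at least 10 rpm, scaling to the median position, a replicate block, unadjusted p-values and the test on recovered reads. They also left out the top 0.5% of positions, or 10 positions on each side of each mature end, or one replicate in turn. Regions were also compared by sums of log2 values and by medians over positions, and K-S tests also by the mean of 3 libraries. Sets of top positions were also taken at 1%, 5% and 10%, by rank within the surrounding 200 positions, and without the positions shared by both strains. TMM factors, DESeq2 and thinned WT libraries (each reduced at random to the reads of the same-numbered *spt4△* library, median of 10 draws) were chosen after seeing the data.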

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

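Of the tests in this part, those on carry-over of mature rRNA, on the number of molecular identifiers, on reads spread from T1 and on a background, and the look at positions low in GC, were chosen only after the result was seen.

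Position 6399 in 25S drew attention because the paper does not report on it and its occupancy in *spt4△*, 38380 rpm, is far above the 3 reads that the depth can show and above the 5830.4 rpm of WT. Under the alternatives, the log2 fold change was 2.59 to 2.83. The 30 bases ending at the position match 1 place outside the 2 copies of the gene, on the minus strand of chromosome XII at 490002 to 490031, within a partial copy of 25S. Reads from that place could have been counted here, and the deposited values cannot separate them. Over the 591 positions of 25S and its 3′ end that match the partial copy, the median log2 change was −0.14, and over the 170 positions between them without a match it was −0.15. More carry-over of mature 25S rRNA in *spt4△* should raise the positions beside its 3′ end and 25S as a whole. The log2 ratio was −0.75 over the last 3 positions and −0.19 in 25S without positions 6399 and 5094, so neither rose. The mature end itself is listed at 0 in every library and fragments that end at position 6399 were not tested, so carry-over cannot be told apart. The highest WT count is 102% of the possible molecular identifiers, which alone cannot settle whether WT reads were lost with the duplicates. The lowest WT count is 51.2% of them. If each identifier counted once, the log2 ratio to that library would still be 2.18, so under that rule lost reads could account for only a part. The highest WT count exceeds what that rule allows, so the corrected ratio is only a rough guide. Reads from the partial copy cannot be told apart from reads of the gene, and that explanation stays open for this position as well.

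Position 5094 in 25S drew attention for the same reason, with 7771 rpm in *spt4△* against 404.4 rpm in WT. The log2 fold change was 4.12 to 4.40 under the alternatives. Its 30 bases match 0 places outside the 2 copies of the gene, so reads from another place are not a candidate explanation. The highest WT count is 7.29% of the possible identifiers, which leaves the count unsaturated. Corrected in the same way for shared identifiers, the log2 ratio to the WT library with the fewest reads would be 4.20. The falls given above, −0.75 at the last 3 positions of 25S and −0.19 in the rest of 25S, show no rise from carry-over of mature rRNA. With the mature end listed at 0 and fragments that end at this position untested, carry-over cannot be told apart here either. The 2 strains also differ in the marker of the tag on Rpa135 and in a plasmid with *RPA190* that WT carries, which the libraries cannot separate from the loss of Spt4.

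Downstream of T1 (positions 6740 to 6858), a span outside the total used by the authors and not discussed in the paper, the summed occupancy was 246 ± 87.3 rpm (SD, n = 3) in WT and 410.2 ± 12.2 rpm in *spt4△*. The log2 ratio of 0.74 had a two-sided exact permutation p of 0.1, the smallest possible, with 3 of 3 *spt4△* libraries above every WT library and at least 123 reads in each. Without the first 10 positions after T1, the log2 ratio was 0.68, so reads spread over those positions alone do not account for it. A wider spread from T1 cannot be told apart, because the difference lies mostly in the first 50 positions. At T1 itself the log2 ratio was 0.85, and over the first 10 positions after it 0.84, so occupancy past T1 did not rise relative to T1. The first 10 positions of ETS1, with a difference of −0.057 rpm per position, hold 1 read in *spt4△* and cannot tell whether a uniform background differs. From 51 positions after T1 to the end of the table, the difference was 0.0084 rpm per position, against 3.27 rpm over the first 50 and 1.38 rpm over the whole span, so a background that is even past T1 does not account for it. After the linear trend with GC content in 18S and 25S was removed, the mean log2 change per position downstream of T1 went from 0.13 to 0.12. The log2 ratio of mean occupancy went from 0.736 to 0.758, so it did not fall. The correction carries little weight, because the span has 27.1% GC against 46.8% in 18S and 25S. The 151 positions of 18S and 25S with as little GC changed by 0.094, so GC could account for a part of the mean per position. Whether the rise comes from the loss of Spt4 or from the plasmid and marker by which the strains also differ cannot be separated.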

How the results depend on the processing

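The design and all alternatives except TMM factors, DESeq2 and thinned WT libraries, which were chosen after seeing the data, were set before the data were examined. For the results that answer a comparison, 247 values under the alternatives kept their direction and their side of the threshold, moved by less than the replicate spread, or, for counts, stayed within 1.5 times the count compared. Counts that stayed within this range have no direction, so they show less than the others: the number of regions with a K-S p under 0.05 went from 5 to 4 in some fits. Of the others, 45 moved, 6 became stronger, 4 became weaker and 3 reversed. For the named positions, 273 values kept both, 18 reversed, 5 became stronger and 4 became weaker. Unless a value shows it, the cause was not tested for any change given here.

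Restricted to positions with a mean of at least 10 rpm, the mean rho was 0.985 in WT and 0.948 in *spt4△*. Pearson's r gave 0.938 in *spt4△*, and thinned WT libraries gave 0.966. With each library scaled to its median position, the calls in the 5′ regions were 251 more higher than lower, and the difference in the 3′ regions was −592. The median log2 change over positions went from 0.079 to −0.049 with that scaling. The 3′ difference was −54 without the top 0.5% of positions, −438 with TMM factors and −398 with DESeq2, against −178, so it stayed negative in each. A replicate block called 1746 positions higher and 1488 lower, with 3088 shared with the fit without it. Correlations of the changes between same-numbered libraries, 0.0114, 0.0212 and −0.0526, showed no pairing.

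The difference in the log2 ratio of 5′ to 3′ reads was 0.34 without the top 0.5% of positions, 0.070 with sums of log2 values, 0.32 with medians over positions and 0.20 when the gene was parted in the middle. Without the top 0.5% of positions, the log2 ratio of shares was 0.16 in 18S, −0.21 in 5.8S, −0.13 in 25S and 0.57 in ETS2. Without the positions near mature ends it was −0.27 in 5.8S and −0.014 in ITS2. With sums of log2 values it was 0.14 in ETS1, 0.022 in 18S, 0.017 in ITS1, −0.062 in 5.8S, −0.025 in ITS2, −0.029 in 25S and 0.074 in ETS2. This scale is compressed, so its values lie nearer to 0 in each region and are no measure of stability. With medians over positions it was 0.24 in 18S, −0.16 in 5.8S and 0.57 in ETS2, and it reversed to 0.17 in ITS2 and 0.029 in 25S.

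The share of windows higher in the 5′ regions was 96.4% without the top 0.5% of positions and 95.0% with a window of 2000, where the share in the 3′ regions was 0. The difference in the share held by the top positions reversed to 1.20 points for the top 1% and was −3.15 points for the top 10%. The K-S p of ITS1 was 0.0451 and passed 0.05 with thinned WT libraries (0.0501), with the mean of 3 replicates (0.14), and without WT replicate 1, WT replicate 2 or *spt4△* replicate 2 (0.195, 0.0672 and 0.0552).

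The difference in G at −10 to −2 was 2.09 points for the top 1% (permutation p = 0.443) and 1.62 points with ranks within the surroundings (p = 0.355). The difference in A and T upstream was 1.66 points for the top 5% (permutation p = 0.0682) and 1.01 points for the top 10% (p = 0.104). The difference in G and C downstream did not pass the threshold for the top 1% (1.01 points, permutation p = 0.768), the top 5% (2.33 points, p = 0.0601) or with ranks within the surroundings (1.29 points, p = 0.474). Nor did it with thinned WT libraries (3.33 points, permutation p = 0.0717). Without WT replicate 1 or 3, or without *spt4△* replicate 1 or 2, it did not pass either (permutation p = 0.0665, 0.0637, 0.0524 and 0.0563). It passed for the top 10% (2.67 points, permutation p = 0.00218), with the mean of 3 replicates (3.98 points, p = 0.0308) and without mature ends (4.09 points, p = 0.0198). It also passed without WT replicate 2 (3.68 points, permutation p = 0.0481) and without *spt4△* replicate 3 (3.80 points, p = 0.0376). For positions in one set only it passed too (6.48 points, permutation p = 0.0117), the same difference rescaled and tested without the shared positions. Offsets with a differing composition numbered 0 for the top 1%, 4 for the top 5%, 4 for the top 10%, 11 for positions in one set only and 2 without mature ends. Occupancy near the promoter relative to the rest of ETS1 was 0.335 in WT and 0.303 in *spt4△* for the first 50 positions, and 1.09 and 1.28 for the first 200.

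With one replicate left out in turn, the lowest and highest values were 0.9857 and 0.9902 for rho in WT and 0.952 and 0.961 in *spt4△*. Calls ranged from 1219 to 1774 higher and from 1075 to 1520 lower, with differences of 429 to 542 in the 5′ regions and −250.0 to −143 in the 3′ regions. The difference in the 5′ to 3′ ratio was 0.24 to 0.29, and that of G and C downstream 3.39 to 3.80 points. Offsets with a differing composition numbered 1 to 2, and regions with a K-S p under 0.05 numbered 4 to 5.

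Among region ends, position 1 reversed to 3.25 with DESeq2. Position 2861 reversed to 0.088 with a pseudocount of 10, 0.53 with edgeR, 0.44 with TMM factors and 0.44 with DESeq2, and ranged from −0.66 to 0.83 with one replicate left out. Position 2862 reversed to −0.62 with a pseudocount of 0.1 and ranged from −0.44 to 1.01. Position 3251 reversed to −0.023 with scaling to the median position and ranged from −0.33 to 0.37. Position 3252 reversed to 0.32 with edgeR, 0.24 with TMM factors and 0.22 with DESeq2, and ranged from −1.11 to 0.64. Position 6858 ranged from −0.25 to 0.94. At each of these 6 positions at least 1 *spt4△* library has 3 reads or fewer, so the depth limits any direction there.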

Differences from the paper's values

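The paper gives 2 positions around the last nucleotide with a significant change in the sequence motif, and here 1 position had an unadjusted permutation p under 0.05. Of the alternatives set before the data were examined, leaving out the positions near mature ends and leaving out *spt4△* replicate 3 each gave 2 positions, −3 and +3. None of the other alternatives gave the paper's count: they gave 0 for the top 1% of positions, 4 for the top 5%, 4 for the top 10%, 11 for positions in the top set of one strain only, and 1 otherwise.

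The paper's text names −2 and +3 as those positions. Here the position was −3 (p = 0.0053), while −2 had a permutation p of 0.536 and +3 of 0.0999. In the paper's logo of differences, the left asterisk was read by eye at −3. The position found here may therefore be the one marked in that figure. Across the settings, +3 had a p under 0.05 in the top 5% and the top 10%, for positions in one set only, without mature ends and without *spt4△* replicate 3. None of the settings with recorded positions, which leave out thinned WT libraries, called −2.

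The paper's text describes lower occupancy at the 3′ end of the gene in *spt4△*. In ETS2, the most 3′ region, the share of reads was higher in *spt4△*, with a log2 ratio of 0.43, and stayed higher under each alternative for the shares, from 0.074 to 0.57. Ends of RNA cleaved in ETS2 were not told apart from nascent ends, so this share may not be occupancy alone.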

Other observations

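Of the tests in this part, those on carry-over from the 25S end, on positions low in GC and on the highest positions of ETS2, on the sign of the K-S difference, on the zeros at mature ends, on loss along the gene, on ligation, on thinning of the position calls and on other splits were chosen only after the result was seen.

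Depth differs between the strains, with 20.1 times as many reads in the median WT library. Thinned to the reads of *spt4△*, the WT pairs had a mean rho of 0.966, still above the 0.958 of *spt4△*, so the lower rho of *spt4△* is not fully explained by depth. With thinned WT libraries 2678 positions were called between strains, against 3166 without thinning. The paper's table of primers lists one index per replicate number. If both strains used them, libraries with the same number could not be told apart in one pool, and the sequencing run may coincide with the strain. Of the 10 splits of the 6 libraries into groups of 3, 1 (the strains) gave as many calls. The other splits gave 0 calls, with 23 to 98 positions at an unadjusted p under 0.05. The 3 of these that part all same-numbered libraries, as the strains do, gave 92, 23 and 25 at the unadjusted p, and each of the rest parts 1 such pair. With 10 splits the share cannot fall under 0.1, so this count alone cannot settle whether a chance division gives as many calls. Beside it, the libraries of the strains do not overlap at 56.5% of positions, where chance gives 10%.

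In ETS2, the K-S p was 0.014 with thinned WT libraries. The distributions of the medians lay apart by 0.308 at an occupancy of 0, on the side of lower values in *spt4△*, and by −0.154 after thinning, on the side of higher values. The p with thinned libraries therefore belongs to another difference, in the opposite direction. The difference at an occupancy of 0 is consistent with positions left at 0 by fewer reads in *spt4△*, since the median was 0 at 70 positions in *spt4△*, at 5 in WT and at 88.5 in thinned WT.

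The share of ETS2 rose while that of 25S fell, and several technical explanations were tested. Its 10 highest positions hold 59.4% of its WT reads and 57.9% of its *spt4△* reads, and without them the log2 ratio was 0.48. Without the 10 positions on each side of the mature ends it was 0.40. Past these positions, each *spt4△* library also lay above every WT library in the bins from 6660 to 6669 and 6670 to 6679. In those from 6680 to 6689 and 6690 to 6699 each lay below. The deposited annotation marks 6663 to 6697 as residues cleaved by Rnt1. Ends of RNA cleaved there were not tested for, so RNA processing in ETS2 is not excluded. After the mean occupancy downstream of T1 was subtracted as a background, the log2 ratio up to T1 was 0.385, against 0.41 before. After the GC trend of 18S and 25S was removed, the mean log2 change per position was 0.13 in ETS2, from 0.15. In ETS1, the mean log2 change went from 0.49 to 0.46 with the same correction. The trend includes the mean change of 18S and 25S, 0.029, so these falls do not measure GC alone. Its slope was 0.0099 per 10 points of GC. The log2 ratio of mean occupancy did not fall, from 0.432 to 0.45 in ETS2 and from 0.735 to 0.737 in ETS1. The trend is linear and was fitted at 46.8% GC on average, where ETS2 has 32.8%, so it carries little weight in ETS2. The 320 positions of 18S and 25S with as little GC as ETS2 changed by 0.052, less than the 0.15 of ETS2. The strains differ in more than *SPT4* (a plasmid with *RPA190* and the marker of the tag), so the loss of Spt4 may not be the only biological source.

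If more polymerases were lost along the gene in *spt4△*, occupancy should fall along 25S relative to WT and stay low in ETS2. The slope of log2 occupancy along 25S per 1000 positions was 0.136 ± 0.0129 (SD, n = 3) in WT and 0.0963 ± 0.00261 in *spt4△*, a difference of −0.040 (two-sided exact permutation p = 0.1, the smallest possible). Over 18S and 25S together the difference was −0.061, and over the whole gene −0.072 (two-sided exact permutation p = 0.1 for each). All these differences in slope are in the direction of loss, and the share of ETS2 is not. If the ETS2 share reflects polymerases alone, loss at a constant rate could not account for both. Ends of RNA cleaved in ETS2 were not told apart from nascent ends, so the share cannot decide this.

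At 10 positions every library is listed at 0, and 9 of them form runs of 3 around the mature 3′ ends of 18S, 5.8S and 25S. The neighbours with reads of these 9 hold at least 355 WT reads, so too few reads are not a candidate explanation there. The other one, position 8 in ETS1, has neighbours with 4 and 1 WT reads, so too few reads may account for it. Just upstream, position 2498 holds 66027 reads over the 3 WT libraries, position 3017 holds 54170 and position 6646 holds 118905. Whether the authors removed these 9 positions was not tested, since earlier values were not used here.

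The change at a position depends on the bases near the last nucleotide. The largest mean log2 change by base and offset was 0.289, where circular shifts of the changes along the gene gave a limit of 0.075. Of 6658 shifts none gave a larger value (permutation p = 0.00015, the smallest they can give), and 37 of 240 combinations passed the limit. With thinned WT libraries the largest was 0.305, so depth does not account for it. Shifting one strain's medians by 1 position lowered rho from 0.870 to 0.726 in one direction and 0.678 in the other, so a displacement of all reads of one strain does not either. A displaced part of the reads was not tested. In a joint model of bases at all offsets, 31 combinations passed the limit of 0.0736, from −13 to +6, and explained 24.7% of the variance. The largest of them were at −1, the last nucleotide itself (0.295 for U and −0.246 for A), and 20 of the 31 are part of the RNA. Ligation of the linker acts on that end and cannot be excluded for those 20. It could not see bases downstream, where 11 combinations lie, the largest in size −0.18 for A at +3. Ligation therefore does not account for all of the pattern. A change in elongation that depends on sequence in *spt4△* remains a hypothesis. The strains also differ in marker and plasmid, which cannot be excluded as its source.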
